A study of Mus musculus with 16 samples. Its data were reported in "Differences in blastomere totipotency in 2-cell mouse embryos are a maternal trait mediated by asymmetric mRNA distribution" (2019).

How the data were processed

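The series held 16 whole-transcript arrays of mouse oocytes and preimplantation embryos, 1 for each of 8 stages (MII oocyte, 1-cell, early 2-cell, late 2-cell, 4-cell, 8-cell, morula and blastocyst) after each of 2 ways of obtaining oocytes, superovulation and natural cycles. Oocytes came from B6C3F1 females, fertilization was by CD1 males, and each array was loaded with the equivalent of 20 oocytes or embryos. Superovulation used 10 IU PMSG and 10 IU hCG given 48 h apart. The superovulated material came from 4 collection runs with 3096 oocytes and embryos, and the natural-cycle material from 9 runs with 989. MII oocytes were lysed at once, and zygotes were cultured in KSOM(aa) with the zona intact until the later stages were reached on days 1 to 4. Natural-cycle MII oocytes came from females mated with vasectomized males, whereas superovulated MII oocytes came from unmated females, so mating and stimulation could not be separated at that stage.

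The values analysed here were the log2 signals deposited by the authors, processed with Affymetrix Expression Console according to the submitters' processing notes. The paper states SST-RMA and analysis of variance for its single-blastomere and blastocyst arrays and does not expressly state them for this series. The genome build behind the array annotation was not given in the sources used here. Names were checked against the RefSeq gene table of assembly GRCm38.p6, which was used for names only and never for coordinates. The deposited table held 72688 rows and 16 columns, none of them from samples outside the series. Values were kept on the log2 scale as deposited, were not centred or rescaled for the reported results, and their direction (higher value, more RNA) is known. Column medians over all rows ran from 4.39 (natural-cycle 1-cell) to 4.69 (superovulated morula). With medians this close at all stages, a value is read relative to the other rows of its array. A change in total RNA for each oocyte or embryo would not show. Rises and falls below are relative in this sense and are not amounts for each embryo.

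Rows with exactly 1 gene symbol were tested, which gave 30604 rows for 30142 genes, 355 of them with more than 1 row. The 2146 rows with several symbols and the 39938 rows with none were left out of the tests and entered only the setting that used all rows. In all 827 symbols were updated through the gene identifier, 29837 tested genes had a name found in RefSeq, and 19046 of the genes were protein coding. Control rows were left out as well, namely 155 ERCC spike rows, 23 background rows and 8 labelling or hybridization rows. Genes named in the text are those of the lists set beforehand, or the genes with the largest changes among the rows called in a comparison. These were up to 3 in each direction for stages and 10 for superovulation. Symbols of set predicted, clone, receptor and non-coding families (such as Gm, Rik, LOC, BC, AK and AU names) were passed over. Other clone-like symbols, such as AA414992, C87198 and D10Wsu102e, were kept. A named stage change also had the same sign on both backgrounds, and a named superovulation difference the same sign in at least 7 of 8 stages. Where a gene had several rows, the row with the highest mean signal stood for it in the lists.

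Each row was fitted in limma 3.58.1 (R 4.3.3) with stage and stimulation as additive terms, so that the 16 arrays left 7 residual degrees of freedom, and moderated with a mean-variance trend (4.52 prior degrees of freedom). Transitions between neighbouring stages were contrasts of this fit, and superovulation was the contrast of 8 superovulated with 8 natural-cycle arrays within stage. A separate fit with 6 residual degrees of freedom asked whether the superovulation difference changed between MII to early 2-cell and late 2-cell to blastocyst. P-values were adjusted over all tested rows by Benjamini and Hochberg and called below 0.05, with no fold threshold. The median standard error was 0.227 log2 for a transition and 0.113 log2 for superovulation, and with 1 array for each stage and background this number of arrays limits the precision of every single-stage statement.

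The 24 gene lists were written before the data were examined and covered oocyte, 2-cell activation, COP9 signalosome, the EPI panel of the study, ribosomal protein, ribosome biogenesis, proteasome, oxidative phosphorylation, mitochondrially encoded, glycolysis, housekeeping, cell cycle, p53, stress, RNA decay, DNA methylation, imprinted, trophectoderm, primitive endoderm, junction and cavitation, Y-linked, sperm, cumulus and granulosa, and oviduct, blood and immune genes. Each list was tested against all other tested rows with camera at its preset correlation of 0.01, and again with the correlation estimated from the data and with fry, which asks only whether the members move one way within the list. P-values were adjusted over lists. List sizes in the results count tested members only. Of the 54 ribosomal protein genes written 23 were tested, and 26 were found only on rows with several symbols. Of the 15 mitochondrially encoded genes 6 were tested, and 9 were found only on such rows. Results for these 2 lists therefore cover less than the full sets. Counts described as adjusted over the list alone used only the members of that list for the adjustment. The level of a silent gene was set at the 95th percentile of 1719 olfactory and vomeronasal receptor rows on each array (4.75 to 5.29), a definition chosen after the files were seen. Between 13813 and 16456 tested rows lay above it on an array.

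The calling procedure was tried on simulated values, drawn around the mean of each row with its moderated spread, with known changes in 66 or 67 rows for each fold size. For the late 2-cell to 4-cell transition it recovered 36.4% of changes of log2 1 (66 rows), 92.5% of log2 2 (67 rows) and 100% of log2 3 (67 rows). For superovulation it recovered 54.5% of log2 0.5 (66 rows), 97% of log2 1 (67 rows) and 100% of log2 2 (67 rows). For the change of the superovulation difference between periods it recovered 59.1% of log2 1 (66 rows), 94% of log2 2 (67 rows) and 100% of log2 3 (67 rows). False calls were 10, 10 and 14 in these 3 trials. They were counted only among rows left unchanged in all 3, so rows changed for another trial were not checked. Rows were drawn independently of each other, so correlation between genes was not tried.

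Alternatives set before the data were examined were cyclic loess between arrays, centring arrays on the median of the brighter rows, rows above the median level, all rows of the table, moderation without a trend, robust moderation, plain analysis of variance, a fold threshold of 2, array weights, a fit without the stimulation term or without the stage block, each background alone, leaving out each array or pair in turn, the estimated correlation and fry for lists, the early 2-cell stage counted with the late period, division by the housekeeping mean for Cops3, and for the array comparison rank correlation and the 1000 most variable rows. Counting rows with identical values once and removing an axis of stage progression were chosen after seeing the data. Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9 prepared the tables and figures. The single-blastomere and blastocyst arrays of the same study and the raw array files were not used here.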

Results

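Cops3, which encodes a subunit of the COP9 signalosome, was abundant in MII oocytes (log2 signal 11.80 in superovulated and 11.67 in natural-cycle oocytes), reached its lowest level at the early 2-cell stage (8.43 and 7.52), and climbed to its highest level in blastocysts (12.56 and 12.60). Its signal, relative to the other rows of the array, fell 13.5-fold between MII and early 2-cell (log2 -3.76 ± 0.33, adjusted p = 8.59e-06, 4 arrays). Most of that fall came between 1-cell and early 2-cell (-2.68 ± 0.33, adjusted p = 0.000117), and the change between MII and 1-cell was not called (-1.08 ± 0.33, adjusted p = 0.397). From late 2-cell to blastocyst Cops3 rose by 3.58 ± 0.33 (adjusted p = 5.82e-06), a slope of 0.83 ± 0.07 for each stage (adjusted p = 3.18e-06, 10 arrays). Relative to the housekeeping mean these were smaller, 2.16 and 0.52, and still called. Among single steps the rise from morula to blastocyst was called (1.60, adjusted p = 0.00767), while late 2-cell to 4-cell (0.88, adjusted p = 0.199), 4-cell to 8-cell (0.38, adjusted p = 0.618) and 8-cell to morula (0.72, adjusted p = 0.379) were not. The rise between early and late 2-cell passed narrowly (1.02 ± 0.33, adjusted p = 0.0488). That call was lost after loess scaling (0.64, adjusted p = 0.209), relative to the housekeeping mean (0.96, adjusted p = 0.0718), and without any 1 of its 4 arrays, with the lowest value without the natural-cycle early 2-cell array (0.82, adjusted p = 0.274). Every stage and background had 1 array, with no replicate array. P-values here and below therefore rest on how far the 2 backgrounds differ from a common stage course.

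**Figure D1:**
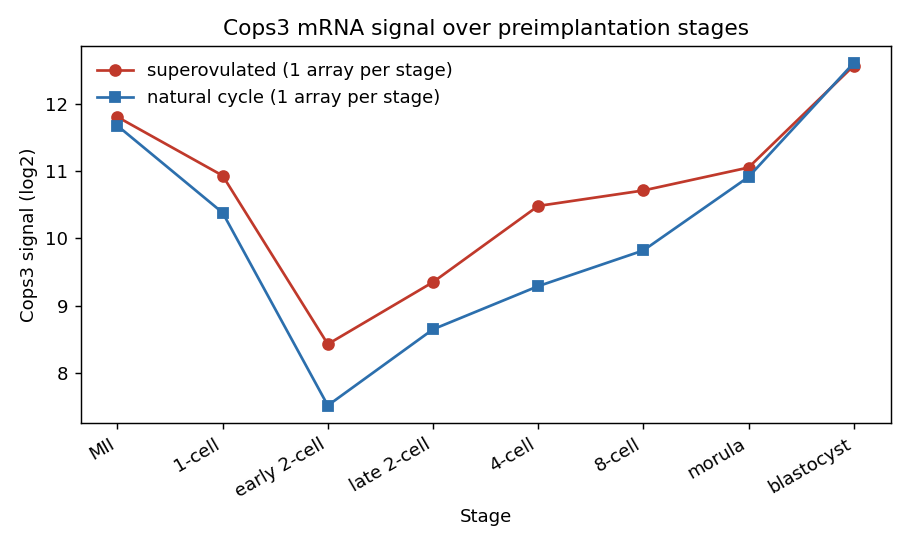
Cops3 log2 signal (vertical axis) over the 8 stages (horizontal axis) in superovulated and natural-cycle samples, 1 array each. The signal was lowest at early 2-cell (8.43 and 7.52) and highest in blastocysts (12.56 and 12.60).

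The subunits of the COP9 signalosome took different courses. From 1-cell to early 2-cell 4 of 10 subunits, Cops3 included, fell, 1 rose and 5 were not called, with Cops8 (-3.30 ± 0.42, adjusted p = 0.000151) and Cops2 (-1.71 ± 0.30, adjusted p = 0.00135) among the falling ones and Cops9 rising (1.08, adjusted p = 0.046). The list was not called by camera (adjusted p = 0.0799), while fry, which asks only whether members move one way, gave adjusted p = 0.0063. Cops5, the catalytic subunit, fell between MII and early 2-cell (-2.46 ± 0.34, adjusted p = 0.000232) and rose from late 2-cell to blastocyst (2.91 ± 0.34, adjusted p = 3.33e-05), with a called step from 4-cell to 8-cell (1.5, adjusted p = 0.0228) and none from morula to blastocyst (0.24, adjusted p = 0.75). Cops6 rose by 2.11 ± 0.25 between early and late 2-cell (adjusted p = 0.00026) without a called fall before, and Cops4 fell at the blastocyst stage (-1.17, adjusted p = 0.029).

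The epiblast panel of the study, 12 genes chosen by its authors from the literature and not on these arrays, held genes with different courses. Nanog lay at the level of silent genes in MII oocytes (4.78 and 4.60) and had reached 8.83 and 8.11 at 4-cell without a called step (2.84 from late 2-cell, adjusted p = 0.0589). It rose by 5.40 ± 0.68 from 4-cell to 8-cell (adjusted p = 0.00162) and by a further 2.42 ± 0.68 from morula into the blastocyst (adjusted p = 0.0399). That last rise came mostly from the superovulated samples (12.82 to 17.00, against 15.08 to 15.73 in natural-cycle samples), so its size is not safe. Over the course from late 2-cell to blastocyst Nanog gained 10.73 ± 0.68 (adjusted p = 4e-07). Pou5f1 (Oct4) fell between early and late 2-cell (-1.23 ± 0.32, adjusted p = 0.0187) and rose from 4-cell to 8-cell (2.17 ± 0.32, adjusted p = 0.00336). Sox2 had its main rise late, from morula to blastocyst (3.83 ± 0.22, adjusted p = 1.48e-05). Before that its mean signal had gone from 5.24 in MII oocytes to 6.18 at early 2-cell and back to 5.34 at late 2-cell. Tdgf1, an EGF-CFC family co-receptor, rose from the level of silent genes at late 2-cell to 4-cell (2.73 ± 0.39, adjusted p = 0.0109), so the size of that rise is not safe. It rose again to 8-cell (4.19 ± 0.39, adjusted p = 0.000362). Klf4 rose early, from 1-cell to early 2-cell (2.21 ± 0.27, adjusted p = 0.000102), whereas Klf2 rose from late 2-cell to 4-cell (1.66 ± 0.24, adjusted p = 0.0109) and fell into the blastocyst (-1.47 ± 0.24, adjusted p = 0.00184). Tfcp2l1 rose from 8-cell to morula (5.47 ± 0.50, adjusted p = 0.00189). Sall4 fell between MII and early 2-cell (-1.81 ± 0.44, adjusted p = 0.00971), and its mean signal later went up from 11.05 at late 2-cell to 12.60 in blastocysts. Gbx2 fell from 1-cell to early 2-cell (-0.90 ± 0.27, adjusted p = 0.0334). Esrrb had a called slope from late 2-cell onward (0.30 ± 0.09 for each stage, adjusted p = 0.0141), but its mean signal was highest at 8-cell and morula (8.06 and 8.08) and 7.20 in blastocysts, and late 2-cell to blastocyst was not called (0.92, adjusted p = 0.0886). Gbx2 went from 7.68 in MII oocytes to 5.64 in blastocysts, and Foxd3 stayed near the level of silent genes without a call (4.72 to 5.24).

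**Figure D2:**
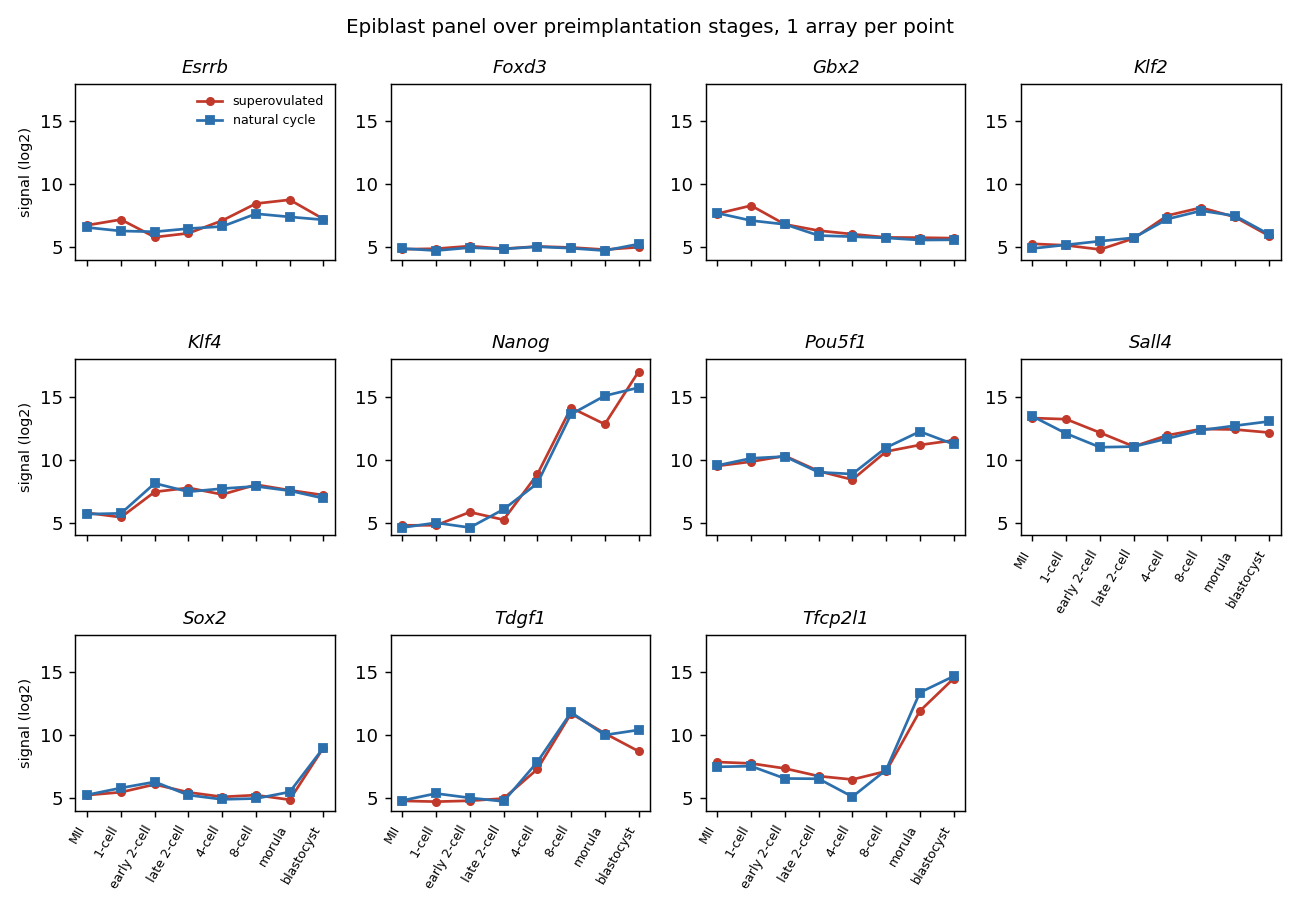
Log2 signal of the epiblast panel genes (vertical axis) over the 8 stages (horizontal axis) on both backgrounds. Nanog rose from 4-cell to 8-cell by 5.40 and Sox2 from morula to blastocyst by 3.83.

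Between MII and 1-cell few RNAs were called, and most of those fell. Few calls do not show that few RNAs changed. Without a test, 697 rows in superovulated and 1709 in natural-cycle samples differed at least 2-fold between these stages. Thbs1, the gene of thrombospondin 1 (-5.93 ± 0.94, adjusted p = 0.0321), Inha, the inhibin alpha subunit (-5.08 ± 0.77, adjusted p = 0.0255), and Rpl9-ps4 (-3.57 ± 0.50, adjusted p = 0.0175) fell most among the called genes. Thbs1 ended at the level of silent genes and fell unequally on the 2 backgrounds (-7.92 and -3.94), so its size and rank are not safe. Inha also differed between the backgrounds (-6.52 and -3.65), as did Glrx5 (1.51 and 2.30). Here and below, the size of a change that starts or ends at the level of silent genes is not safe, since signals at that level do not measure RNA. Scarna17 (1.92 ± 0.33, adjusted p = 0.0446), Glrx5, a glutaredoxin of iron-sulphur cluster assembly (1.90 ± 0.33, adjusted p = 0.0458), and Izumo1r, the oocyte receptor for sperm IZUMO1 (1.68 ± 0.20, adjusted p = 0.00743), rose. Cumulus and granulosa cell markers fell in 4 of 23 cases, namely Vcan (-1.85 ± 0.15, adjusted p = 0.00153), Ptgs2 (-3.20 ± 0.37, adjusted p = 0.00743), Inha and Btc (-0.95 ± 0.16, adjusted p = 0.0373), with 19 not called and none up (adjusted over the list alone, 8 down). Vcan and Btc ended at the level of silent genes. Camera called the list (median -0.34, adjusted p = 6.82e-15), fry called it as well (adjusted p = 0.0153), and the call was lost at adjusted p = 0.196 with an estimated correlation. These are markers of cells that surround the oocyte. Of the 11 above the level of silent genes on at least 1 MII array, 10 were higher on the superovulated than on the natural-cycle MII array. That count is favoured by the choice of markers, since the level was lower on the superovulated array (5.046 against 5.209). Ereg, Inhba and Amhr2 passed on that array only. The 10 differences ran from 0.05 (Ereg) to 3.83 (Inha), and Inhba stood at -0.02. Of the 41 oocyte genes 2 fell and 39 were not called, and the list was not called (median 0.15, mean -0.06, adjusted p = 0.952).

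In all, 72 of 30604 rows were called between MII and 1-cell, 6 higher and 66 lower, 66 of them at least 2-fold, against 1944 below an unadjusted p of 0.05. Smaller list shifts without called members were ribosomal protein genes (0 of 23 called, median -0.24, adjusted p = 0.0011, adjusted p = 0.62 with an estimated correlation), glycolysis genes (0 of 16, median -0.17, adjusted p = 0.0166 and 0.444), primitive endoderm markers (0 of 16, median -0.10, adjusted p = 0.0232 and 0.689) and mitochondrially encoded genes, which were higher (0 of 6, median 0.57, adjusted p = 0.0011 and 0.175). The ribosomal protein shift came mostly from superovulated samples (median -0.43, against -0.039 in natural-cycle samples). The mitochondrial shift was larger in natural-cycle samples (0.976, against 0.315 in superovulated samples). Where 2 p-values are paired for a list, here and below, the second is the one with an estimated correlation. The count depended on single arrays, with no call left without the natural-cycle 1-cell array, 6 without the superovulated MII array and 116 without the superovulated 1-cell array. Plain analysis of variance left 9, a fit without the stimulation term 38, the use of all rows 17, array weights 126 and rows above the median level 111.

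The early 2-cell stage brought the largest turnover of the series. Tdpoz2 (11.51 ± 0.40, adjusted p = 9.2e-09), AA414992 (10.91 ± 0.37, adjusted p = 9.2e-09) and Tdpoz3 (10.85 ± 0.33, adjusted p = 3.49e-09) rose most, and Elp2, an Elongator subunit (-6.08 ± 0.42, adjusted p = 1.47e-06), Med17, a Mediator subunit (-5.86 ± 0.47, adjusted p = 4.63e-06), and Gsta4, a glutathione transferase (-5.22 ± 0.30, adjusted p = 4.27e-07), fell most. The 3 rising genes were at the level of silent genes at 1-cell, so their sizes and their order are not safe. Of 25 genes known for their burst at 2-cell genome activation 24 rose and 1 fell (median 5.51), among them Gm5662 (8.55 ± 0.30, silent at 1-cell) and Tmem92 (7.58 ± 0.30). The list was called by camera (adjusted p = 2.07e-30) and by fry (adjusted p = 1.34e-06), with adjusted p = 0.0529 with an estimated correlation. Oocyte genes fell at the same step, with 20 of 41 down, 1 up and 20 not called (median -0.95, adjusted p = 8.69e-08, adjusted p = 0.12 with an estimated correlation), including Zar1l (-3.88 ± 0.33), Padi6 (-3.80 ± 0.32), Nobox (-3.30 ± 0.33) and Cpeb1 (-2.17 ± 0.24). Proteasome subunits went the same way, with 13 of 30 down, 3 up and 14 not called (median -1.01, adjusted p = 0.000601 and 0.689 with an estimated correlation), among them Psmb7 (-3.23 ± 0.36), Psmc2 (-2.50 ± 0.35) and Psma2 (-2.38 ± 0.33).

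The ribosomal protein genes tested, 23 of the 54 written for the list, rose into the early 2-cell stage. Of these 16 were up, 2 down and 5 not called (median 1.42, adjusted p = 5.6e-08), with Rpl12 at 4.84 ± 0.45, Rplp0 at 3.19 ± 0.22 and Rps20 at 2.24 ± 0.24. The list call was lost at adjusted p = 0.375 with an estimated correlation. Mitochondrially encoded genes rose in 4 of 6 cases (median 1.28, adjusted p = 0.00121 and 0.175 with an estimated correlation), among them ND3 (2.37 ± 0.26) and COX1 (1.20 ± 0.19), and loess scaling lowered the median to 0.76. Genes of the Y chromosome rose in 4 of 6 cases (adjusted over the list alone, 6 of 6), with Uty at 1.12 ± 0.21 from the level of silent genes, more in natural-cycle samples, and Kdm5d at 0.75 ± 0.17 within it (median 0.72, adjusted p = 0.00286 and 0.196 with an estimated correlation). Across all tested rows 6579 were called from 1-cell to early 2-cell, 3474 higher and 3105 lower, 4983 of them at least 2-fold. With arrays centred on their brighter rows the split turned to 2733 higher and 3926 lower, and with loess to 3245 and 3756, so the balance of rises and falls at this step depends on scaling, where centring moved all rows by a median of -0.184. Without the natural-cycle early 2-cell array 3942 calls remained.

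**Figure D3:**
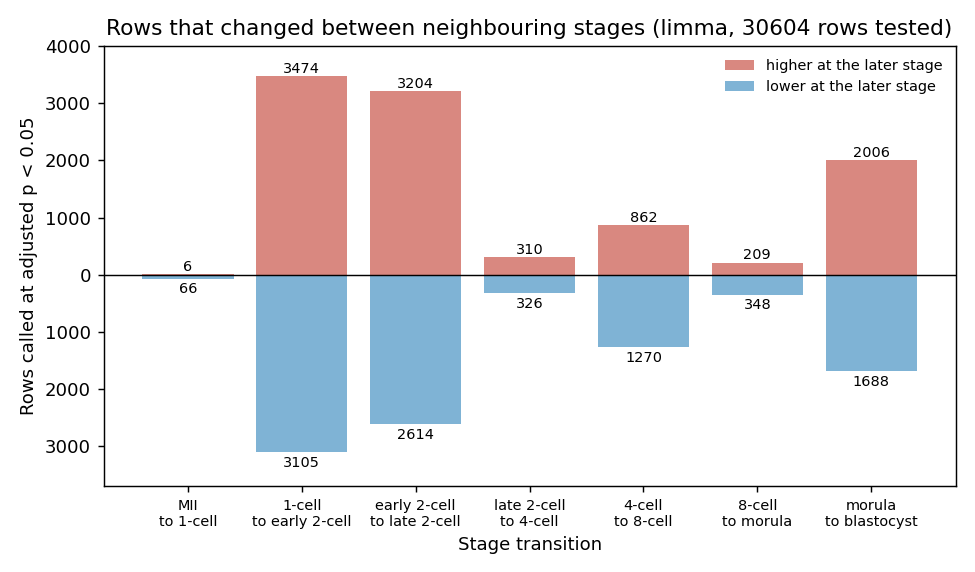
Number of tested rows called higher and lower (vertical axis, rows) at each of the 7 transitions between neighbouring stages (horizontal axis). The counts were largest from 1-cell to early 2-cell (3474 higher, 3105 lower) and smallest from MII to 1-cell (6 higher, 66 lower).

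Between early and late 2-cell the first wave receded in part, and genes for making ribosomes rose. Slc39a4, a zinc importer (6.16 ± 0.29, adjusted p = 4.14e-06), Gins3, a subunit of the replicative helicase complex (4.87 ± 0.26, adjusted p = 6.38e-06), and Uqcc3 (4.70 ± 0.38, adjusted p = 4.25e-05) rose most, while Psenen, a gamma-secretase subunit (-5.73 ± 0.61, adjusted p = 0.000142), C87198 (-4.79 ± 0.30, adjusted p = 1.95e-05) and Tubal3 (-4.19 ± 0.31, adjusted p = 3.37e-05) fell most. Of 28 ribosome biogenesis genes 25 rose and 3 were not called (median 1.72, adjusted p = 1.64e-15, adjusted p = 0.175 with an estimated correlation), including Ddx21 (3.55 ± 0.39), Bop1 (3.10 ± 0.37) and Nolc1 (2.96 ± 0.27). The 2-cell activation genes fell in 20 of 25 cases, with 1 up and 4 not called (median -2.52, adjusted p = 4.13e-15 and 0.12), among them Zfp352 (-3.84 ± 0.33), Zscan4e (-3.71 ± 0.28) and Zscan4b (-3.69 ± 0.32). Oocyte genes kept falling, 21 of 41 down, 1 up and 19 not called (median -1.25, adjusted p = 1.23e-12 and 0.0536), with Nlrp9b at -3.40 ± 0.32 and Pabpc1l at -2.83 ± 0.23.

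Several growth-related groups rose between early and late 2-cell. Ribosomal protein genes rose in 17 of 23 cases with 6 not called (median 1.48, adjusted p = 8.14e-12 and 0.265), such as Rpl38 (2.11 ± 0.30) and Rpl4 (1.82 ± 0.19). Proteasome subunits rose in 18 of 30 cases, with 2 down and 10 not called (median 1.47, adjusted p = 1.94e-08 and 0.503), such as Psma6 (3.81 ± 0.31) and Psmd7 (3.33 ± 0.34), after the fall of the step before. Nuclear genes of oxidative phosphorylation rose in 14 of 37 cases with 23 not called (median 0.66, adjusted p = 8.01e-05 and 0.452), such as Cox7c (1.89 ± 0.31) and Ndufa9 (1.60 ± 0.29). RNA decay genes fell in 5 of 19 cases with 14 not called (median -0.52, adjusted p = 0.0213 and 0.567), with Pan2 at -2.40 ± 0.28 and Cnot6l at -1.63 ± 0.28. Loess scaling moved these medians to 0.87 (proteasome), 0.35 (oxidative phosphorylation) and -0.91 (RNA decay). Mitochondrially encoded genes rose in 2 of 6 cases (median 0.96, adjusted p = 0.00968 and 0.265), and loess scaling turned the direction of this list and ended its call (adjusted p = 0.826). In all 5818 rows were called, 3204 higher and 2614 lower, 4511 of them at least 2-fold, and loess scaling turned this split to 2797 higher and 3325 lower. There were 3158 calls without the superovulated early 2-cell array and 2876 without the natural-cycle late 2-cell array.

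From late 2-cell to 4-cell fewer rows were called. Vnn1, which encodes the pantetheinase vanin 1 (4.99 ± 0.29, adjusted p = 3.89e-05), Tdgf1-ps1 (3.90 ± 0.48, adjusted p = 0.0073) and the transcription factor gene Foxa1 (3.70 ± 0.60, adjusted p = 0.0166) rose most. Vnn1 and Tdgf1-ps1 were at the level of silent genes at late 2-cell, so the sizes of their rises are not safe, and Foxa1 rose more in superovulated (4.66) than in natural-cycle samples (2.75). Tcl1b4 (-3.35 ± 0.58, adjusted p = 0.0195), Usp17lb (-3.25 ± 0.37, adjusted p = 0.00599) and AA414992 (-3.17 ± 0.37, adjusted p = 0.00599) fell most. The 2-cell activation genes continued down in 11 of 25 cases with 14 not called (adjusted over the list alone, 20 down; median -1.57, adjusted p = 5.3e-17 and 0.113), including Tmem92 (-2.39 ± 0.30), and oocyte genes in 11 of 41 with 30 not called (16 over the list alone; median -0.68, adjusted p = 1.87e-13 and 0.0529), including Tcl1 (-2.59 ± 0.28) and Bcl2l10 (-2.56 ± 0.42). Ribosomal protein genes rose in 2 of 23 cases (13 over the list alone; median 0.79, adjusted p = 1.15e-11 and 0.265), namely Rpl10a (1.74 ± 0.37, more in superovulated samples) and Rpl38 (1.44 ± 0.30), and proteasome subunits in 2 of 30 (9 over the list alone; median 0.70, adjusted p = 6.23e-10 and 0.444), namely Psma7 (1.85 ± 0.36) and Psmd13 (1.37 ± 0.27).

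Smaller groups moved as well from late 2-cell to 4-cell. Oxidative phosphorylation genes rose in 1 of 37 cases, Uqcrc1 (1.74 ± 0.40; 8 over the list alone; median 0.59, adjusted p = 1.68e-07 and 0.273), and ribosome biogenesis genes in 2 of 28, Heatr1 (1.49) and Polr1b (1.22; 5 over the list alone; median 0.48, adjusted p = 5.68e-06 and 0.446). RNA decay genes fell in 2 of 19 cases, Btg4 (-1.72 ± 0.29) and Cnot6l (-1.28 ± 0.28; median -0.28, adjusted p = 0.0381 and 0.612). The epiblast panel rose in 2 of 12 cases, Tdgf1 and Klf2 (median 0.39, adjusted p = 0.0271 and 0.273), a call that loess scaling ended (adjusted p = 0.0547). In all 636 rows were called, 310 higher and 326 lower, 569 of them at least 2-fold, against 4904 below an unadjusted p of 0.05. Without the natural-cycle 4-cell array 3 calls remained, without the superovulated 4-cell array 101 and without the superovulated late 2-cell array 396 (70 higher and 326 lower). Plain analysis of variance left 135, a fit without the stimulation term 283, all rows 296, moderation without a trend 989 and rows above the median level 1140.

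From 4-cell to 8-cell Nanog rose while oocyte RNAs kept fading. Nanog, Cldn4, a claudin of tight junctions (5.29 ± 0.41, adjusted p = 0.000127), and Vnn1 (5.14 ± 0.29, adjusted p = 2.82e-05) rose most, and Tcl1b4 (-5.20 ± 0.58, adjusted p = 0.000914), Tcl1b2 (-4.28 ± 0.51, adjusted p = 0.00127) and Mfsd2a, a lipid transporter (-4.11 ± 0.31, adjusted p = 0.000127), fell most. Trophectoderm markers rose in 5 of 22 cases with 17 not called (median 0.80, adjusted p = 0.000563 and 0.612), including Tead4 (1.95 ± 0.27) and Tfap2c (1.21 ± 0.27), and the epiblast panel in 3 of 12 (median 0.62, adjusted p = 9.06e-05 and 0.113). Junction and cavitation genes were not called as a list (4 of 20 up, 1 down, 15 not called; median 0.10, adjusted p = 0.214). Oocyte genes fell in 16 of 41 cases, with 1 up and 24 not called (median -0.96, adjusted p = 4.5e-16 and 0.0529), among them Tcl1 (-3.96 ± 0.28), Btg4 (-3.04 ± 0.29) and Bmp15 (-2.79 ± 0.34). The 2-cell activation genes fell in 14 of 25 cases with 11 not called (median -1.51, adjusted p = 1.23e-12 and 0.169), Zscan4e among them (-1.81 ± 0.28). RNA decay genes fell in 3 of 19 cases (median -0.34, adjusted p = 0.00855 and 0.506).

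Proteasome subunits rose from 4-cell to 8-cell in 9 of 30 cases with 21 not called (median 0.92, adjusted p = 5.64e-11 and 0.397), such as Psmb3 (1.82 ± 0.34) and Psma1 (1.66 ± 0.34), oxidative phosphorylation genes in 5 of 37 with 32 not called (median 0.58, adjusted p = 1.6e-07 and 0.273), such as Ndufa9 (1.64 ± 0.29) and Uqcrc2 (1.54 ± 0.32), and ribosomal protein genes in 4 of 23 with 19 not called (median 0.72, adjusted p = 8.09e-08 and 0.379). Ribosome biogenesis genes had no called member of 28 (median 0.40, adjusted p = 0.0215 and 0.727), and loess scaling ended that list call (adjusted p = 0.0969). Glycolysis genes (1 of 16 up, 1 up and 5 down over the list alone; median -0.39, adjusted p = 0.365) and mitochondrially encoded genes (0 of 6; median -0.07, adjusted p = 0.698) were not called. In all 2132 rows were called, 862 higher and 1270 lower, 1791 of them at least 2-fold, and centring removed the excess of falls (1171 higher, 1167 lower). The number was 1158 in plain analysis of variance, 1409 without the stimulation term and 3739 with array weights. It was 331 without the natural-cycle 8-cell array, 425 without the natural-cycle 4-cell array, 594 without the superovulated 4-cell array and 1166 without the superovulated 8-cell array.

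From 8-cell to morula Tfcp2l1, Akr1b8, an aldo-keto reductase gene (4.79 ± 0.70, adjusted p = 0.00957), and Serpinb9b (3.61 ± 0.78, adjusted p = 0.0426) rose most, and Klf17 (-3.92 ± 0.37, adjusted p = 0.00208), Accsl (-2.82 ± 0.28, adjusted p = 0.00254) and Tcl1 (-2.76 ± 0.28, adjusted p = 0.00254) fell most. Akr1b8 (3.47 in superovulated and 6.10 in natural-cycle samples) and Serpinb9b (1.76 and 5.47) rose unequally on the 2 backgrounds, so their sizes and ranks are not safe. Oocyte genes fell in 13 of 41 cases, with Khdc3 rising (2.53 ± 0.41) and 27 not called (adjusted over the list alone, 26 down; median -1.25, adjusted p = 1.42e-23), Btg4 (-2.46 ± 0.29) and Obox5 (-1.96 ± 0.30) among them. This was the 1 list call of 58 across all transitions that held with an estimated correlation (adjusted p = 0.0445). Trophectoderm markers rose in 3 of 22 cases with 19 not called (12 up and 1 down over the list alone; median 0.80, adjusted p = 6.1e-05 and 0.567), namely Cldn4 (2.45 ± 0.41), Cdx2 (1.98 ± 0.39) and Ptges (1.62 ± 0.36). Stress response genes rose in 3 of 22 cases (median 0.41, adjusted p = 0.00726 and 0.503), namely Cat, which encodes catalase and was at the level of silent genes at 8-cell (3.09 ± 0.39), the heat shock gene Hsph1 (1.88 ± 0.28) and Xbp1 (1.43 ± 0.31). Cdx2, Ptges and Xbp1 rose more in natural-cycle than in superovulated samples.

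Several lists shifted from 8-cell to morula with few or no called members. These were proteasome subunits (0 of 30, 3 up over the list alone; median 0.55, adjusted p = 1.8e-05 and 0.612), oxidative phosphorylation genes (0 of 37; median 0.38, adjusted p = 0.000307 and 0.506) and junction and cavitation genes (0 of 20, 6 up and 1 down over the list alone; median 0.53, adjusted p = 0.00944 and 0.631). The 2-cell activation genes fell in 2 of 25 cases (median -0.28, adjusted p = 0.00944 and 0.612), cell cycle genes had no called member of 23 (median -0.11, adjusted p = 0.00235 and 0.337), and ribosome biogenesis genes none of 28 (median -0.11, adjusted p = 0.0232 and 0.727). Loess scaling ended these last 3 list calls (adjusted p = 0.0547, 0.207 and 0.588), with medians of -0.05 for cell cycle and -0.02 for ribosome biogenesis genes. In all 557 rows were called, 209 higher and 348 lower, 484 of them at least 2-fold, against 4070 below an unadjusted p of 0.05. The number was 42 without the superovulated 8-cell array and 152 without the natural-cycle 8-cell array. Leaving out a morula array turned the split, to 607 higher and 241 lower (848) without the superovulated and to 49 higher and 29 lower (78) without the natural-cycle one, so the excess of falls is not a safe result. Plain analysis of variance gave 274, array weights 219, a fit without the stimulation term 344 and rows above the median level 854.

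At the blastocyst stage many trophectoderm and junction genes rose. Adh1, an alcohol dehydrogenase (7.98 ± 0.81, adjusted p = 0.000123), Lgals1, galectin 1 (7.03 ± 0.63, adjusted p = 6.38e-05), and Dppa1 (6.55 ± 0.47, adjusted p = 3.05e-05) rose most, and Omt2b (-6.87 ± 0.40, adjusted p = 1.48e-05), the oocyte homeobox gene Obox6 (-5.98 ± 0.50, adjusted p = 5.44e-05) and Sox15 (-5.27 ± 0.45, adjusted p = 6e-05) fell most. Adh1 was at the level of silent genes in morulae and rose unequally on the 2 backgrounds (5.97 and 10.00), so its size and rank are not safe. Trophectoderm markers rose in 15 of 22 cases, with 2 down and 5 not called (median 1.99, adjusted p = 4.88e-12 and 0.265), including Id2 (5.53 ± 0.55), Tfap2a (5.26 ± 0.34) and Cdx2 (5.02 ± 0.39). Junction and cavitation genes rose in 10 of 20 cases, with 1 down and 9 not called (median 1.21, adjusted p = 6.35e-08 and 0.273), including the desmosomal cadherin gene Dsg2 (3.10 ± 0.28), the sodium pump subunit gene Atp1b1 (3.08 ± 0.35), Cldn6 (3.01 ± 0.26) and Tjp3 (2.59 ± 0.32). Primitive endoderm markers rose in 3 of 16 cases, Lamc1 (2.58 ± 0.65), Cubn (2.32 ± 0.46) and Lamb1 (2.28 ± 0.43; median 0.30 and 0.18 after centring, adjusted p = 0.00883 and 0.631). The median of this list relative to MII moved mostly in natural-cycle samples (-0.048 to 0.445, against -0.023 to 0.047 in superovulated samples). Ribosome biogenesis genes fell in 12 of 28 cases with 16 not called (median -1.10, adjusted p = 1.27e-09 and 0.273), among them Wdr43 (-2.90 ± 0.33), Nolc1 (-2.54 ± 0.27) and Ddx21 (-2.23 ± 0.39, more in natural-cycle samples). Oocyte and 2-cell activation genes fell too. Of 41 oocyte genes 20 were down and 2 up (median -1.26, adjusted p = 2.9e-14 and 0.0529), with Btg4 (-3.95 ± 0.29), Zp2 (-3.76 ± 0.27) and Zp1 (-3.29 ± 0.27) among those down. Of 25 2-cell activation genes 19 were down (median -1.92, adjusted p = 6.4e-17 and 0.113), such as Sp110 (-5.08 ± 0.45) and Tdpoz4 (-4.35 ± 0.34).

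Parts of the metabolic and housekeeping lists rose in the blastocyst too. Housekeeping genes rose in 5 of 12 cases (median 0.93, adjusted p = 6.84e-05 and 0.261), including Tubb5 (3.40 ± 0.31), Gapdh (2.95 ± 0.40) and Actb (1.84 ± 0.38), glycolysis genes in 7 of 16 with 2 down (median 0.64, adjusted p = 0.00205 and 0.273), including Slc2a3 (3.03 ± 0.55, more in superovulated samples) and Tpi1 (2.57 ± 0.42) against Ldhb (-2.16 ± 0.27), and oxidative phosphorylation genes in 9 of 37 (median 0.62, adjusted p = 2.52e-08 and 0.265), including Sdhd (2.00 ± 0.35) and Sdhc (1.74 ± 0.33). Stress response genes rose in 7 of 22 cases (median 0.39 and 0.79 after loess, adjusted p = 1.99e-05 and 0.265), with Xbp1 at 3.62 ± 0.31 and Hspa5 at 2.34 ± 0.29, and p53 pathway genes in 3 of 16 (median 0.31 and 0.19 after centring, adjusted p = 0.00726 and 0.562), namely Ccng1 (2.45 ± 0.63), Casp9 (1.12 ± 0.18) and Bak1 (0.77 ± 0.15, silent in morulae). The rise of Ccng1 came mostly from the superovulated samples (10.01 to 14.09, against 13.08 to 13.90 in natural-cycle samples), and so did that of the p53 list (median relative to MII 0.309 to 0.915, against 1.287 to 1.414). DNA methylation genes rose in 4 of 13 cases (median 0.40, adjusted p = 0.029 and 0.64), among them Uhrf1 (2.81 ± 0.48), Dnmt3b (2.03 ± 0.33) and Dnmt3l (1.15 ± 0.24), and Y-linked genes in 1 of 6, Uty (1.12 ± 0.21; 4 over the list alone; median 0.49, adjusted p = 0.0165 and 0.273). Ribosomal protein genes (0 of 23; median -0.21, adjusted p = 0.37) and proteasome subunits (0 of 30; median -0.02, adjusted p = 0.846) were not called at this step. The proteasome median relative to MII went opposite ways, from 2.698 to 3.317 in superovulated and from 3.507 to 2.325 in natural-cycle samples. In all 3694 rows were called, 2006 higher and 1688 lower, 2906 of them at least 2-fold. The balance depended on scaling and rows used, with 2370 higher and 1532 lower after loess, 1732 and 2093 after centring, and 2119 and 2225 with all rows. Array weights left 2096, and 1642 remained without the natural-cycle blastocyst array and 1871 without the superovulated morula array (880 higher and 991 lower).

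**Figure D4:**
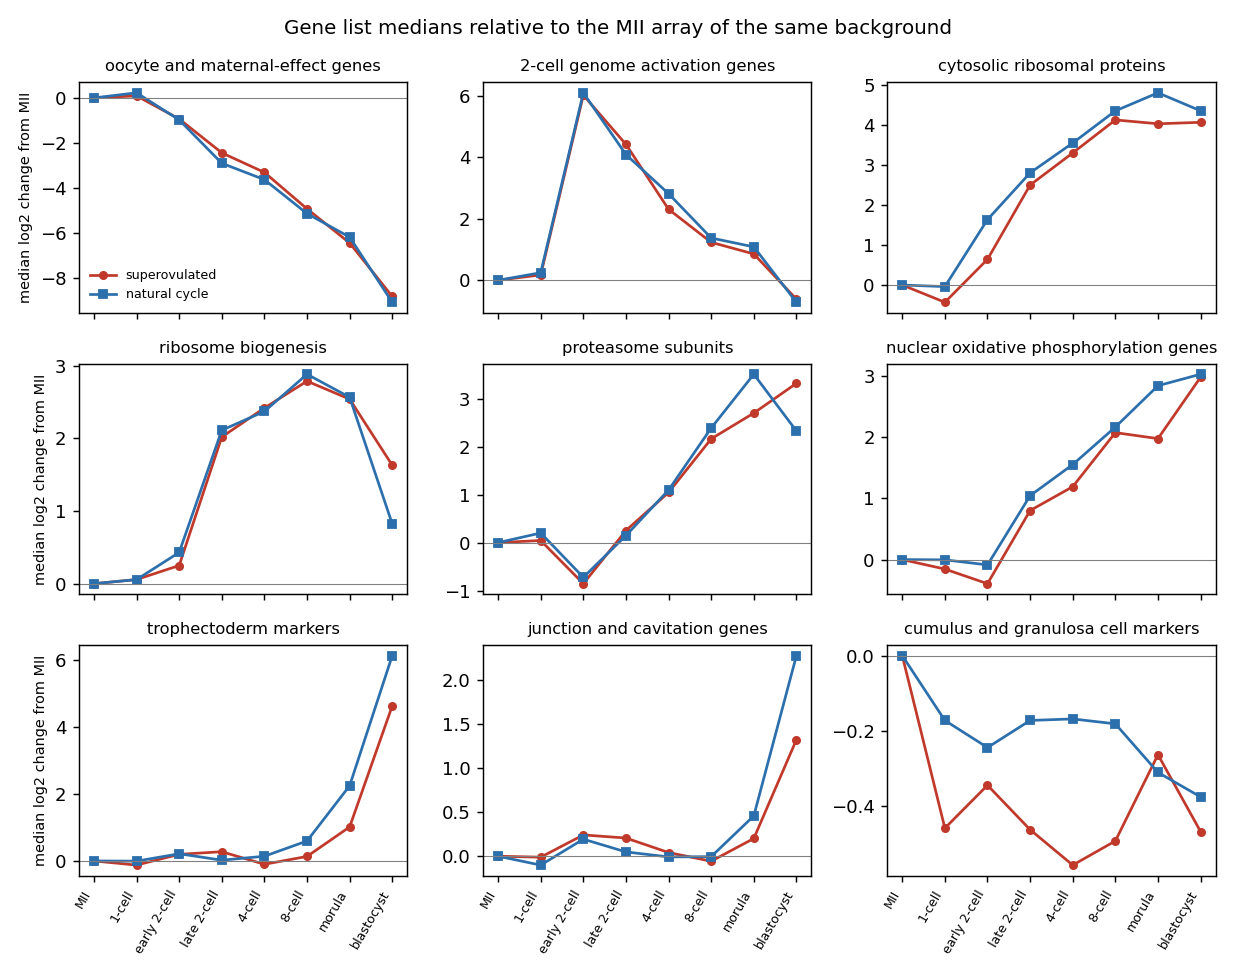
Median log2 change of gene lists from MII (vertical axis) over the 8 stages (horizontal axis) in superovulated and natural-cycle samples. In superovulated and natural-cycle samples the 2-cell activation genes stood at 6.018 and 6.095 at early 2-cell, and ribosome biogenesis genes at 2.019 and 2.112 at late 2-cell. Trophectoderm markers stood at 4.638 and 6.141 at the blastocyst stage.

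The lists of imprinted genes, sperm genes and oviduct, blood and immune markers were called at none of the 7 transitions, although single members were, as in 5 imprinted genes up and 5 down of 32 and 1 sperm gene up and 3 down of 15 from early to late 2-cell. Of 168 list tests across stages 58 were called at the preset correlation, 42 by fry and 1 with the correlation estimated from these 16 arrays.

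The 2 backgrounds resembled each other most within a stage. Of the 16 arrays 13 had the same-stage array of the other background as their closest array, with correlations between stage partners of 0.983 to 0.992. The exceptions were the superovulated 1-cell array, closer to natural-cycle MII (0.9914) than to its partner (0.9826), the natural-cycle 1-cell array, closest to natural-cycle MII (0.9842), and the superovulated morula array, closer to the superovulated 8-cell array (0.9857) than to its partner (0.9833). The number was 10 with rank correlation and 14 on the 1000 most variable rows. Differences of at least 2-fold between partners were fewest in MII oocytes (625 rows) and most frequent in morulae (2243 rows, 588 higher and 1655 lower after superovulation).

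Few genes were called between superovulated and natural-cycle samples, and their differences were mostly small. Rpph1, the RNA of ribonuclease P, was higher after superovulation by 1.75 ± 0.26 (adjusted p = 0.0405, 8 against 8 arrays; from 0.51 in blastocysts to 2.67 at 8-cell), Castor1, an arginine sensor of the mTORC1 pathway, by 1.64 ± 0.24 (adjusted p = 0.0405), Ttyh3 by 1.40 ± 0.25 (adjusted p = 0.0498), Copz1 by 1.33 ± 0.18 (adjusted p = 0.0405) and the Notch target gene Hey1 by 1.31 ± 0.20 (adjusted p = 0.0428). Zar1l (1.24 ± 0.16, adjusted p = 0.0405), Cd7 (1.19 ± 0.20, adjusted p = 0.049), Ube2j1 (1.18 ± 0.19, adjusted p = 0.048), Vrtn (1.14 ± 0.20, adjusted p = 0.0498) and Dnlz (1.13 ± 0.19, adjusted p = 0.049) were higher as well. Lower after superovulation were Arhgap11a (-1.05 ± 0.16, adjusted p = 0.0405), Fam98a (-1.03 ± 0.19), Zbtb10 (-1.03 ± 0.18), D10Wsu102e (-1 ± 0.17), the leucyl-tRNA synthetase gene Lars (-0.98 ± 0.18), the exonuclease gene Xrn1 (-0.84 ± 0.12, adjusted p = 0.0405), Usp47 (-0.80 ± 0.14), Slc37a3 (-0.76 ± 0.14), Mzt1 (-0.71 ± 0.12) and Cyb5b (-0.71 ± 0.12), all those without a printed p at adjusted p = 0.0498. Zbtb10 was the exception in sign, with 0.05 at late 2-cell. Cops3 was higher in superovulated samples at 7 of 8 stages without a call (0.56 ± 0.16, adjusted p = 0.139).

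**Figure D5:**
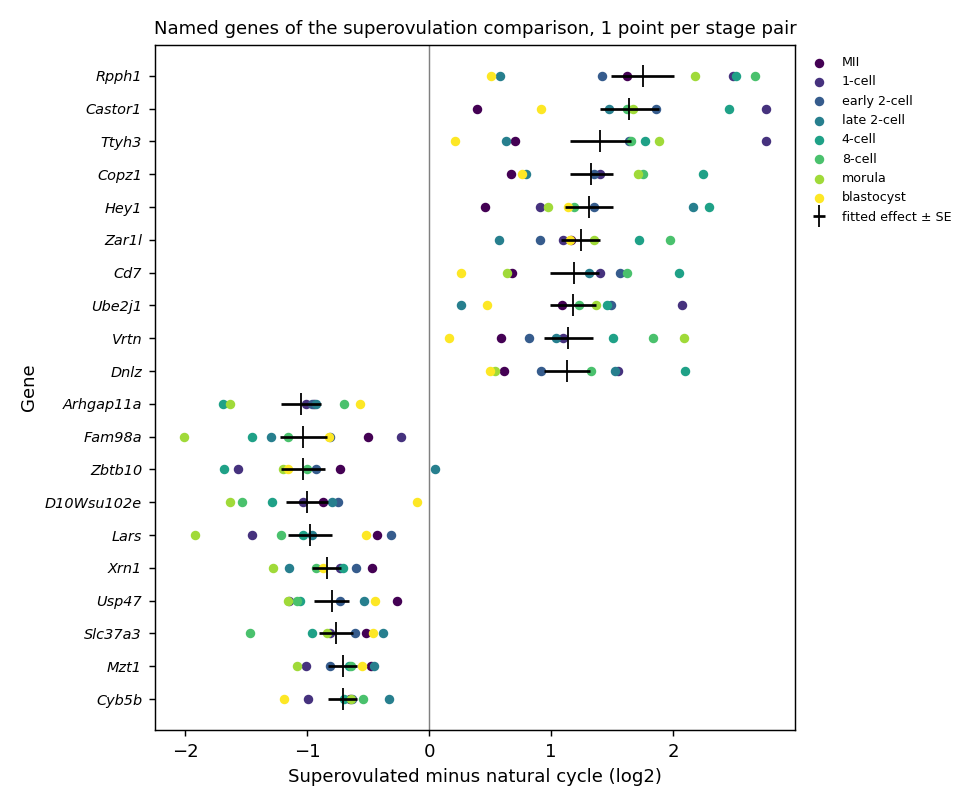
Difference in log2 signal between superovulated and natural-cycle samples (horizontal axis) for the named genes (vertical axis), with the mean, its standard error and the 8 stage values. Rpph1 had the largest difference (1.75) and Arhgap11a the largest in the other direction (-1.05).

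In all 104 of 30604 rows were called for superovulation, 63 higher and 41 lower, 36 of them at least 2-fold, with adjusted p-values no smaller than 0.0405, and 102 of them had the same sign in all 8 stage pairs, as the test itself favours. Below an unadjusted p of 0.05 lay 4964 rows, where 1530.2 would be met by chance. The number called was unstable, at 0 without any 1 of the MII, 1-cell, early 2-cell, 4-cell, 8-cell or morula pairs, 1 without the late 2-cell pair and 541 without the blastocyst pair. It was 0 in plain analysis of variance, 0 with all rows of the table and 0 without the stage block, against 327 without a trend, 363 with array weights, 596 among rows above the median level and 41 with identical rows counted once. Scaling moved the split, to 85 higher and 87 lower after loess and to 177 higher and 182 lower after centring, so the excess of higher rows is not a safe result. Natural-cycle oocytes came from mated and superovulated oocytes from unmated females, so the MII pair also differed in mating.

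Among gene lists, oocyte and 2-cell activation genes were higher after superovulation. Of 41 oocyte genes 2 were called, Zar1l and Nobox (1.01 ± 0.16, adjusted p = 0.0438), both higher, and 39 were not (adjusted over the list alone, 17 higher; median 0.25, adjusted p = 4.07e-05, adjusted p = 0.429 with an estimated correlation), and this was the 1 list that fry called (adjusted p = 0.0112). Of 25 2-cell activation genes none was called (10 higher over the list alone; median 0.40, adjusted p = 4.07e-05 and 0.58), with Zscan4e at 0.65 ± 0.14 (adjusted p = 0.0683). Lower as lists were proteasome subunits (0 of 30; median -0.24, adjusted p = 0.000262 and 0.762), ribosome biogenesis genes (0 of 28, Nat10 at -0.55; median -0.19, adjusted p = 0.000275 and 0.762), mitochondrially encoded genes (0 of 6, 4 lower and 1 higher over the list alone, COX2 at -0.72 and ND3 at -0.60; median -0.42, adjusted p = 0.00959 and 0.429) and RNA decay genes, where Xrn1 was called and 18 were not (median -0.05, adjusted p = 0.0135 and 0.762, and after loess median -0.08 and adjusted p = 0.109). Trophectoderm markers were lower (0 of 22, 2 over the list alone, Ptgr1 at -0.82 and Klf5 at -0.58; median -0.21, adjusted p = 0.000275 and 0.762), a call lost without the blastocyst pair (adjusted p = 0.0781). Junction and cavitation genes (0 of 20, Atp1b1 at -0.74 against Slc9a3 at 0.77; median -0.10, adjusted p = 0.00736 and 0.762) lost their call without the blastocyst pair (adjusted p = 0.348) or the morula pair (adjusted p = 0.155), and the morula pair also carried the RNA decay list (adjusted p = 0.155 without it). None of these list calls held with an estimated correlation.

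Cumulus and granulosa cell markers were higher after superovulation as a list (0 of 23 called, 2 higher over the list alone; median 0.12, adjusted p = 0.00959 and 0.762), with Inha at 1.56 ± 0.38 (adjusted p = 0.0913) and Hsd3b1 at 1.18. The call was lost without the MII pair (adjusted p = 0.076) and without the morula pair (adjusted p = 0.155). In MII oocytes these markers of other cells stood at 11.94 against 8.12 for Inha, 9.60 against 6.70 for Hsd3b1 and 9.40 against 7.41 for Ptgs2, superovulated against natural. COP9 subunits were not called (adjusted p = 0.303), although Cops8 (0.82), Cops7a (0.67) and Cops3 were called when adjusted over that list alone. No call was made for p53 (adjusted p = 0.175), oviduct, blood and immune (0.464), housekeeping (0.513), oxidative phosphorylation (0.542), primitive endoderm (0.585), ribosomal protein (0.585), glycolysis (0.602), stress (0.602), Y-linked (0.71), imprinted (0.71), sperm (0.794), DNA methylation (0.812), epiblast panel (0.903) or cell cycle genes (0.903).

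No gene was called for a superovulation difference that changed between the early pairs (MII to early 2-cell) and the late pairs (late 2-cell to blastocyst). Limma called 0 of 30604 rows for a change of the superovulation difference between the 3 early and the 5 late pairs (smallest adjusted p 0.635), with 1905 below an unadjusted p of 0.05, and plain analysis of variance and moderation without a trend also gave 0. Within the early stages alone 0 rows were called (3070 unadjusted), and within the late stages 1 row, which was lower after superovulation (4280 unadjusted). Without the late 2-cell pair 1 row was called for the change between periods. In the simulated trial a difference of log2 1 between the periods was recovered in 59.1% of cases. That trial held 200 changed rows, larger changes among them, which eases the adjusted threshold. The share is therefore not the chance of finding a change in few rows, which was not measured.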

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

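The search for distant samples, the comparison with unnamed transcripts and all tests in this part were chosen after the results were seen, except the exchanges of labels for gene lists and for the change between periods, which were set before.

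In 62 groups of 8 values, 1 for each stage, the search asked whether 1 stage lay far from the others, and 3 groups held such a stage. The groups were array summaries within a background, the spread of pair differences, pair differences of single genes, and mean pair differences of the 24 gene lists. All 3 flagged groups were among the 24 lists. The limit used is passed by chance in about 1 of 20 groups, so cases like these 3 are to be met by chance alone. Primitive endoderm markers were lower after superovulation at the blastocyst stage by a mean of -1.073 (14 of 16 lower, -0.081 to 0.319 at the other stages), with Lama1 at 4.97 against 9.53, Lamc1 at 7.87 against 10.52 and Sparc at 7.15 against 9.52. Ribosome biogenesis genes were higher in superovulated blastocysts by a mean of 0.4434 (6 of 28 lower, -0.545 to -0.141 at the other stages), with Nip7 at 1.32 and Wdr12 at 1.22. Genes of the p53 response and apoptosis were lower in superovulated morulae by a mean of -1.102 (12 of 16 lower, -0.276 to 0.0932 at the other stages), with Trp53inp1 at 6.34 against 9.80, Ccng1 at 10.01 against 13.08, Fas at 5.63 against 8.30 and Perp at 7.91 against 10.48. The superovulated morula array also lay closer to the superovulated 8-cell array (0.9857) than to its partner (0.9833), and Ccng1 moved with stage in natural-cycle samples (9.62 at 8-cell, 13.08 in morulae, 13.90 in blastocysts). Each of these rests on 1 array for each background.

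Transcripts outside the tested set, those with no symbol or with several, also changed between stages. Of 41898 such transcripts 4 were called from MII to 1-cell, 2183 from early to late 2-cell, 134 from late 2-cell to 4-cell, 583 from 4-cell to 8-cell, 284 from 8-cell to morula and 1689 from morula to blastocyst, where limma called 0 of 186 control transcripts, 23 of them background, at these 6 steps. At shares of 0.00955% (MII to 1-cell), 0.32% (late 2-cell to 4-cell), 0.678% (8-cell to morula) and 1.39% (4-cell to 8-cell) 186 controls are too few for their count of 0 to mean much. From 1-cell to early 2-cell 3237 were called (7.73%), 2475 higher and 762 lower, against 15 of 186 controls (8.06%), all of them lower (-0.883 to -0.541), so the pooled share was not above that of the controls but no control rose. For superovulation limma called 0 of either set.

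The 104 genes called between superovulated and natural-cycle arrays were set against 4 technical explanations. Chance is argued against as the source of the count but not excluded. Only the real labels among 100 drawn exchanges of background labels within stages (1 of 100, of 128 possible) gave as many, with 4 as the highest of the others. That share is the smallest these draws could give, and the count of 104 was itself unstable. A delay shared by all genes of a stage, as estimated here, accounted for little of these calls. With the component along the stage axis removed, 100 of the 104 stayed called. The mean difference was 0.959 after and 0.993 before for higher genes, and -0.909 after and -0.925 before for lower genes. Unequal developmental progress of the 2 arms stays undecided, since 1 slope was removed for all genes of a stage. The differences followed the axis only loosely (correlation -0.367 at early 2-cell, 0.0183 at 4-cell). Cumulus cells carried into the superovulated pools cannot be judged from the higher genes. Their difference at MII lay below that at the other stages (-0.354), but the call itself favours rows with an even difference over stages. The cumulus markers themselves differed most at MII (0.762) and in morulae (0.7). Separate processing of the 2 backgrounds cannot be told apart from stimulation, since no batches are given. The 8 labelling or hybridization control rows differed by a mean of 0.128 over 8 pairs (exact sign-flip p = 0.125), which leaves processing open. The collection runs and, at MII, mating stay open as well.

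For gene lists chance cannot be excluded as a source of the 9 called under superovulation, since 25 of 100 exchanges of labels gave as many and the highest of the others gave 14. For the change of the superovulation difference between periods the real count was 0, so that 56 of 56 splits of the 8 pairs gave as many by construction, with 1 as the highest of the others, and this count decides nothing.

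Cumulus and granulosa markers were high at MII and lower at 1-cell, by a mean of -1.82 for the 11 of 23 above the level of silent genes. Cumulus cells left on the MII oocytes may account for this, with 9 of the 11 higher at MII than at 1-cell on both backgrounds and higher on the superovulated MII array. That explanation stays open, because markers chosen for a signal at MII are favoured to be higher there. The choice also favoured the superovulated MII array, where the level of silent genes was lower. Clearance of RNA that the oocyte itself held would lower the same genes as well. Cells of all kinds around the oocyte could not be judged, since 4 of 12 oviduct, blood and immune markers were above the level of silent genes, with a mean change of -0.155. Mating, which differed between the 2 MII groups, is a biological explanation that was not tested.

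The superovulated 1-cell and morula arrays lay closest to an array of the stage before. A copy of the earlier stage from the same arm is argued against, since the superovulated step would then follow the natural-cycle step with a slope of about 0. The slopes were 0.324 from MII to 1-cell and 0.328 from 8-cell to morula, below the 0.58 to 0.821 of the other steps. A swap with the natural-cycle MII array, the closest to the superovulated 1-cell array (0.9914), cannot be judged this way. Genes lower in natural-cycle than superovulated MII oocytes, such as Inha, also fell from MII to 1-cell in natural-cycle samples. Slower progress of the superovulated arm cannot be told apart from other causes, because the difference pointed back along the stage axis at 5 of 6 inner stages (-0.209 at 1-cell, -0.291 in morulae) but an exact sign test over 6 stages gave p = 0.219. The natural-cycle 1-cell array was also closest to an MII array, so at this stage closeness to MII was not peculiar to superovulation. Stimulation itself, the biological difference the design names, was not tested apart from the timing of lysis.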

How the results depend on the processing

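The settings that count identical transcripts once and that remove the stage axis were chosen after the results were seen, and all others were set beforehand. For the changes below the cause was not tested, except that a fold threshold lowers a count by construction. Robust moderation kept all 9 counts of called genes within 1.5 times and the Cops3 contrasts on their side of the threshold. Signal over background limits the rest, since 13813 to 16456 of 30604 tested transcripts lay above the level of silent genes on an array. Changes below that level can be missed, and those called there are not safe. No paired analysis was possible because the labels share no unit between arrays beyond the stage, which the fit already holds as a block.

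The superovulation count of 104 became 172 with loess, 359 with centring, 596 among transcripts above the median level, 0 with all transcripts of the table (limma), 327 without a trend, 0 in plain analysis of variance, 36 at 2-fold or more, 363 with array weights, 0 without the MII pair, whose natural-cycle arm alone was mated, 0 without the stage block, 41 with identical transcripts counted once and 232 with the stage axis removed, and in leave-one-out runs over pairs it ran from 0 to 541. An unadjusted p below 0.05 was met by 4964. From MII to 1-cell the 72 calls became 111 above the median level, 17 with all transcripts, 9 in plain analysis of variance, 126 with array weights and 38 without the stimulation term. From late 2-cell to 4-cell the 636 became 1140 above the median level, 296 with all transcripts, 989 without a trend, 135 in plain analysis of variance and 283 without the stimulation term. From 4-cell to 8-cell the 2132 became 1158 in plain analysis of variance, 3739 with array weights and 1409 without the stimulation term. From 8-cell to morula the 557 became 854 above the median level, 274 in plain analysis of variance, 219 with array weights and 344 without the stimulation term, and from morula to blastocyst the 3694 became 2096 with array weights. Changes of at least 2-fold within 1 background, without a test, numbered 697 in superovulated and 1709 in natural-cycle samples from MII to 1-cell, 2883 and 2308 from late 2-cell to 4-cell, 1748 and 2703 from 8-cell to morula, and 3778 in natural-cycle samples from 4-cell to 8-cell.

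With single arrays left out in turn, which leaves 1 array at a stage whose spread is taken to be that of the others, the counts ran from 0 to 116 (MII to 1-cell), 3942 to 5139 (1-cell to early 2-cell), 2876 to 5316 (early to late 2-cell), 3 to 541 (late 2-cell to 4-cell), 331 to 1166 (4-cell to 8-cell), 42 to 848 (8-cell to morula) and 1642 to 3779 (morula to blastocyst). For the change between periods it ran from 0 to 1. The rise of Cops3 from early to late 2-cell, called at 1.02, was 0.64 with loess, 0.96 relative to the housekeeping mean and 0.82 to 1.23 in leave-one-out runs, with no call in any of these. Its other contrasts kept their direction and side, although relative to the housekeeping mean the rise from late 2-cell to blastocyst was 2.16 instead of 3.58 and the slope 0.52 instead of 0.83, with -4.01 to -3.51 from MII to early 2-cell and 3.24 to 3.92 from late 2-cell to blastocyst in leave-one-out runs.

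Of the 58 list calls across stages 1 held with an estimated correlation, and of the 9 under superovulation 0 held with it and 1 with fry, with 6 to 10 in leave-one-out runs. The mitochondrially encoded list from early to late 2-cell changed direction with loess (adjusted p = 0.826). Of the 67 list calls loess kept 60, ended 6 and turned 1, and centring kept all 67. Of 138 values for named genes plain analysis of variance ended 34 calls and the use of all transcripts 31. The 138 include the epiblast panel genes other than Cops3 at every transition, called or not, and Cops3 under superovulation, which was not called. A value without a call has none to lose, so these counts and those of the leave-one-out runs understate the share of calls lost. Leave-one-out runs for named genes kept the side in 444 cases and ended the call in 188, and for the named genes of superovulation the fit without the stage block and the one without the MII pair each ended 20 calls and left 1 result as it was.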

Other observations

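Amhr2, the receptor gene for anti-Mullerian hormone and a member of the granulosa list, behaved as an embryonic gene. Its signal was near the level of silent genes in MII oocytes (5.23 in superovulated and 5.06 in natural-cycle samples), rose from 1-cell to early 2-cell by 3.15 ± 0.34 (adjusted p = 4.37e-05) and stood at 12.24 and 11.49 at 4-cell and 10.52 and 9.54 in morulae. The gene was picked out after its values were seen.

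Steroidogenic markers of granulosa cells also differed between the backgrounds in embryo samples, picked out after their values were seen. In superovulated morulae Hsd3b1 stood at 7.98 against 4.71 in natural-cycle morulae, Cyp11a1 at 7.29 against 3.92 and Inha at 6.47 against 4.31, whereas the cumulus genes Ptgs2 (4.22) and Tnfaip6 (4.91) were low. In earlier superovulated samples Inha stood at 7.17 against 4.32 at early 2-cell and 6.25 against 4.26 at late 2-cell, and at 1-cell Cyp11a1 stood at 6.17 against 4.72 and Hsd3b1 at 5.72 against 4.47. At 4-cell the natural-cycle sample was the higher one, with Hsd3b1 at 6.56 against 5.32 and Cyp11a1 at 5.84 against 4.12. No test was run on these single arrays.

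The p53 target genes that were lower in superovulated morulae differed less in blastocysts, and some were lower before. At 8-cell Trp53inp1 stood at 7.77 in superovulated and 9.16 in natural-cycle samples, Ccng1 at 8.44 and 9.62 and Fas at 5.84 and 7.47, and Fas was at 6.37 and 8.69 at late 2-cell. Ccng1 stood at 14.09 in superovulated and 13.90 in natural-cycle blastocysts, Perp at 10.80 and 10.64 and Cdkn1a at 13.37 and 13.08, where in morulae Cdkn1a had stood at 12.02 and 13.58. Trp53inp1 (9.09 and 9.94) and Fas (6.68 and 7.51) were still lower in superovulated blastocysts. Lama1, which separated the blastocysts, was at 7.43 and 5.65 in MII oocytes. These genes were picked out after their values were seen and were not tested.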
